A study of Mus musculus with 38 samples. Its data were reported in "Chromatin activity of IκBα mediates the exit from naïve pluripotency" (2025).

How the data were processed

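Chromatin immunoprecipitation followed by sequencing (ChIP-seq) had been carried out for 5 histone modifications in mouse embryonic stem cells of the ES-E14TG2a line, grown with serum and leukaemia inhibitory factor and taken at 0 h. The cells were IκBα-WT (WT) or IκBα-KO (KO), in which Nfkbia, the gene that encodes IκBα, had been knocked out. Each modification had 3 WT and 3 KO libraries, which the study describes as separate clones, so that 30 of the 38 samples were ChIP libraries. The other 8 were inputs, and they entered here only through the input reads that the region lists of the ChIP libraries count. Per the labels, H3K4me3, H3K27me3 and H3K9me3 each had 1 WT and 1 KO input, and H3K27ac and H3K4me1 shared a pair.

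According to the study's methods, the authors trimmed the reads, removed reads that mapped to several places or with a low mapping quality, marked duplicates and left out blacklisted sequence. The authors aligned H3K4me3, H3K27me3 and H3K4me1 reads to GRCm38 with Bowtie2 and discarded the Drosophila spike-in of the H3K27me3 libraries, and the aligner for H3K27ac is not stated. H3K9me3 is not discussed in those methods, so its processing is known here only from the columns of its lists. For H3K4me3 the authors deposited MACS2 peak lists, which give for each peak a fold enrichment over input, a −log10 p-value, a −log10 q-value and a score, and no counts. For the other 4 modifications the authors deposited epic2 lists of regions in steps of 200 bp, which give for each region the count of ChIP reads, the count of input reads, a p-value, a false discovery rate (FDR), a log2 fold change of ChIP over input and a score derived from it. The deposited lists held regions with an FDR or q-value under 0.05, called separately in each library. Regions with the same coordinates had the same count of input reads in all deposited epic2 lists of a genotype and experiment, so 1 input per genotype had served for all 3 replicates. The labels name the same antibody for H3K27ac and H3K4me1, while the study's methods name another for H3K27ac. Which of them was used could not be settled for certain, though read densities reported below argue against a single antibody for both.

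Calls on chromosomes 1 to 19, X and Y were kept, which left out 3 to 5 calls per H3K4me3 list. Coordinates are 1-based on GRCm38, and genes are those of GENCODE M21, with 21938 protein-coding genes. Calls of the 6 libraries of a modification were merged into one set of regions wherever they overlapped by at least 1 bp. A merged region was genotype-restricted when it was called in 3 of 3 libraries of one genotype and in 0 of 3 of the other. Promoters ran from 5000 bp upstream to 100 bp downstream of a gene's 5′ end, and a promoter gained or lost a mark by the same rule of 3 of 3 against 0 of 3. The consensus of a genotype was the sequence covered in at least 2 of 3 replicates. H3K27ac regions within 1000 bp of the H3K4me1 consensus were counted as active enhancer regions, and H3K4me1 regions with no H3K27ac consensus region within 1000 bp as poised enhancer regions. Intervals were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

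Numbers of regions, covered sequence and shares per library were compared between the genotypes by the difference of the group means, with a two-sided exact permutation test over the 20 assignments of 3 of 6 libraries. The smallest p that this test can give is 0.1, so none of these comparisons could pass 0.05. Counts of genotype-restricted regions and promoters were set against the 9 other ways to split the 6 libraries into 3 and 3. The coincidence of H3K4me3 gain and H3K27me3 loss was tested with Fisher's exact test, two-sided. Shares of regions carry 95% Wilson confidence intervals, which cover counting error only, since neighbouring regions are not independent and sequenced reads are not independent molecules.

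ChIP reads summed per merged region were compared with edgeR 4.0.16 in R 4.3.3 (trimmed mean of M-values (TMM) normalization, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with the 6 libraries of one modification in each fit and no covariates. An epic2 list holds a count only where a region was called, and a wider call holds more reads. The test was therefore limited to merged regions called in all 6 libraries whose covered length in the shortest library was at least 0.8 of that in the longest. CPM values are reads per region scaled by the TMM-normalized total of the tested regions. Standard errors (SE) of log2 fold changes were taken as the log2 fold change over the square root of the F statistic, and are approximate. For genes, which often lie under regions of unequal length, a second fit took all regions called in all 6 libraries with each library's covered length as an offset. Its TMM factors came from the reads before the lengths entered, so its log2 fold changes were not centred on 0. Their medians were −0.09 for H3K27me3, 0.09 for H3K9me3, −0.13 for H3K27ac and 0.05 for H3K4me1. H3K4me3, with no counts, was not fitted, and was compared at promoters by the bp covered by calls.

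The genes and regions named were chosen by a fixed rule. Nfkbia came first, then the genes that the study names at its ChIP-seq results (Tbx3, Gbx2, Zfp42, Klf2 and Tfcp2l1), whatever their values. Per modification and direction, the 2 genotype-restricted regions with the largest summed width were named, and the 2 regions with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between WT and KO values. A naive list (Gab1, Sox2, Esrrb, Zfp42, Dppa4, Dppa3, Klf2, Prdm14, Klf4, Tfcp2l1, Nanog, Pou5f1, Gbx2 and Tbx3) and a differentiation list (Axin2, Eomes, Fgf5, Foxa2, Gata4, Gata6, Lef1, Lhx1, Mesp1, Mixl1, Nes, T, Wnt3 and Wnt3a) were summarised as lists. Both lists come from the genes that the study discusses. This rule, the comparisons between the genotypes and all alternatives but one were set before the data were examined, and tests of explanations that were chosen later are named as such where they are reported.

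The alternatives were an FDR under 0.01, regions of at least 1000 bp, the same number of top-ranked regions in every list of a modification, calls that cover at least 50% of a merged region, bases in place of merged regions, a consensus of 3 of 3 or of any of 3 replicates, 1 bp of overlap for enhancers, promoters of 1000 bp on either side, and for gain and loss a distance of 5000 bp and all H3K4me3 regions as background. For counts they were DESeq2 1.42.0, library sizes without TMM, a mean of at least 50 reads, a length ratio of at least 0.9, no length limit, the length offset and autosomes alone. Each library was left out in turn, and the replicate number was tried as a block. The exception, chosen after seeing the data, left out 3 segments of chromosomes 2, 8 and 12 in which input reads differed between the genotypes. These segments were found in windows of 1 Mb with at least 3 regions, as runs of at least 3 windows in which the log2 ratio of KO to WT input reads per kb lay beyond 0.3 in either direction. Also chosen after seeing the data was a list of 19 genes at imprinted loci, 4 of which had been seen first. GC content of windows came from RefSeq GRCm38.p6.

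Total library sizes were not used here, so the depth is that inside called regions, which the report gives. It was between 2205290 and 19689400 reads per library in the tested sets, with medians of 497 to 1812 reads per region. The edgeR fit was tested on simulated data drawn from the means and library sizes of each modification, with 200 regions changed by a log2 fold change of 1 at a dispersion of 0.01. It recovered 200 of 200 for H3K27me3 with 10 false calls in 2025 regions, 200 of 200 for H3K9me3 with 12 in 3156, 200 of 200 for H3K27ac with 11 in 4054 and 200 of 200 for H3K4me1 with 10 in 10959. The regions called in the real data had smaller changes, with a median absolute log2 fold change of 0.18 to 0.27 by modification. Recovery of such small changes, or with regions of unequal length, was not simulated. The interval code was tested on simulated data in 150 checks, of which 0 failed. DNA methylation and RNA, also measured in the study, were not used here.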

Results

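ChIP-seq of H3K4me3, H3K27me3, H3K9me3, H3K27ac and H3K4me1 was compared between IκBα-WT and IκBα-KO mouse embryonic stem cells, with 3 libraries per genotype and modification. H3K4me3 is found at active promoters, H3K27me3 at Polycomb-repressed genes, H3K9me3 in heterochromatin, H3K27ac at active promoters and enhancers, and H3K4me1 at enhancers. The H3K4me3 lists held 21836 to 26806 regions per library with median widths of 632 to 678 bp. They held no read counts, and the sequencing depth, for which the study's methods give a range, did not enter here. ChIP reads in called regions ranged from 8910890 to 10938375 per library for H3K27me3, from 8548342 to 12105343 for H3K9me3, from 22943091 to 28339766 for H3K27ac and from 34736939 to 35951506 for H3K4me1. These sums move with how much sequence was called, and the ChIP reads per kb of called sequence were 38.1 to 41.6, 49.6 to 62.1, 58.3 to 68.1 and 73.0 to 74.0, in the same order. Between replicates of one genotype, reads per region varied by 1.63 to 3.13 times the variance that counting error alone gives.

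Input reads were not spread alike in the genotypes. In the experiment of H3K4me1, input reads per kb of called sequence were raised in the KO in a segment of chromosome 2 (165000001 to 171000000, log2 KO/WT 0.52) and in one of chromosome 8 (40000001 to 129000000, 0.52), and lowered in one of chromosome 12 (103000001 to 119000000, −0.95). The other 1993 autosomal windows of 1 Mb had an SD of 0.06. H3K4me1 ChIP reads shifted by log2 0.38, 0.31 and −0.56 in these segments, and all 3 KO libraries lay beyond all 3 WT libraries in each. The segments were found after the data were seen, and each gene or region named below that lies in one is marked as such.

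**Figure D1:**
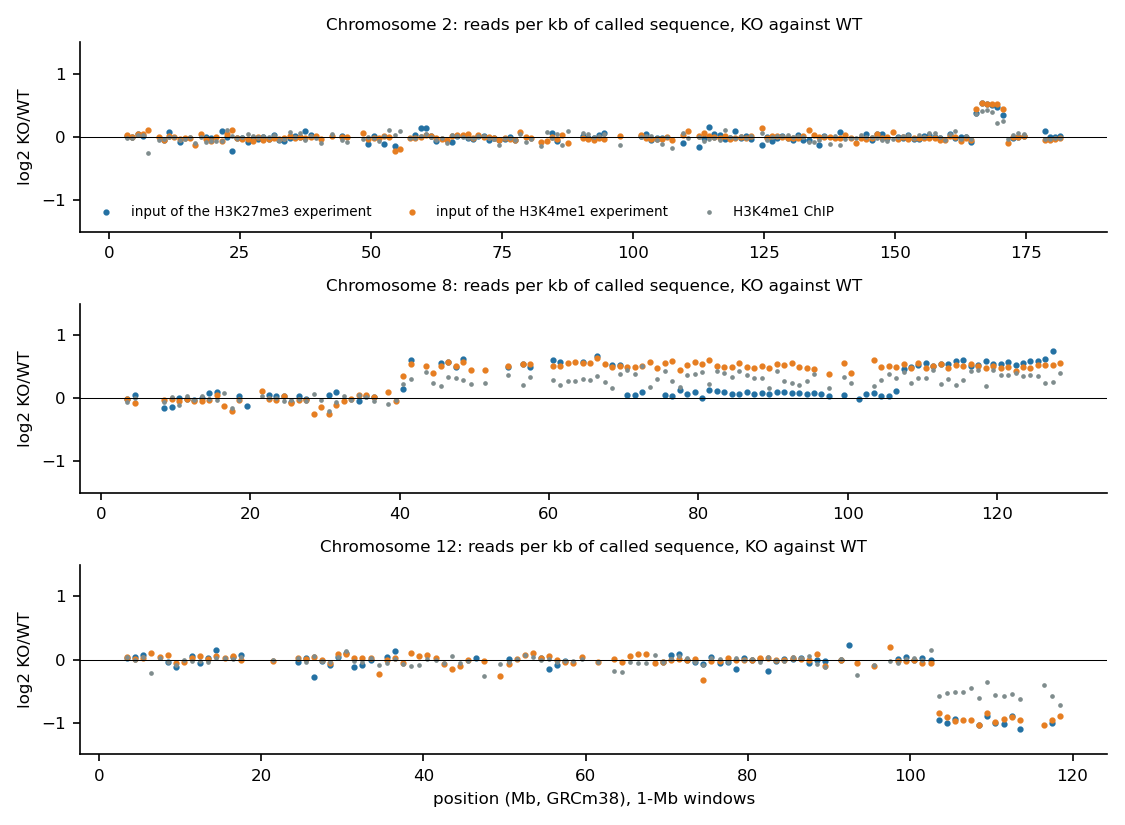
Log2 ratio of KO to WT reads per kb of called sequence in windows of 1 Mb along chromosomes 2, 8 and 12 (x axis, position in Mb) for the input of the H3K27me3 experiment (blue), the input of the H3K4me1 experiment (orange) and H3K4me1 ChIP (grey, means of 3 libraries per genotype). Both inputs stand above 0 in the segments of chromosomes 2 and 8, apart from the middle of the latter for the H3K27me3 experiment, and below 0 in that of chromosome 12.

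Nfkbia (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647), the gene knocked out, lies outside the segments. H3K4me3 calls covered 479, 731 and 704 bp of its promoter window in the WT libraries and 0, 360 and 586 bp in the KO libraries. The means were 638 ± 138 bp (SD, n = 3) and 315 ± 296 bp (SD, n = 3), and the groups overlapped (exact permutation p = 0.2), so this gene did not check the genotype labels. H3K27ac over the promoter was at 82.7 ± 8.89 (SD, n = 3) raw ChIP reads per kb in the WT and 90.4 ± 11.96 (SD, n = 3) in the KO, with overlapping groups. No library had a call of H3K27me3 or H3K9me3 there. In the edgeR quasi-likelihood test, the H3K27ac region that holds the gene (chromosome 12, 55396401 to 55524600) had a log2 fold change of 0.20 with a Benjamini-Hochberg adjusted p of 1.89e-08. With the length offset it was 0.13 ± 0.03 (SE), at an adjusted p of 0.00563 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.

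The number of regions and the sequence that they covered were compared first, since the study describes a general rise of H3K4me3 and a redistribution of H3K27me3 in the KO. All tests in this paragraph and the next were two-sided exact permutation tests, for which 0.1 is the smallest p with 3 against 3 libraries. H3K4me3 regions numbered 22844 ± 920 (SD, n = 3) in the WT and 25639.7 ± 1663 (SD, n = 3) in the KO, a difference of 12.2% (exact p = 0.1). Counting regions of at least 1000 bp moved the difference most, from 2795 to 1052 regions (exact p = 0.2). H3K27ac regions fell from 55282 ± 2982 to 46727 ± 1561 (SD, n = 3 each, −15.5%, exact p = 0.1). H3K9me3 regions numbered 48875 ± 4049 in the WT and 42033 ± 7051 in the KO (SD, n = 3 each, −14.0%, exact p = 0.3), a difference of −6843 that became −10713 without KO replicate 1 and −3816 without KO replicate 2. H3K27me3 and H3K4me1 regions differed by less than the spread between KO replicates. H3K27me3 numbered 44138 ± 2625 and 46609 ± 5004 regions (SD, n = 3 each, exact p = 0.6), and the KO minus WT difference turned to −398 without KO replicate 2 and rose to 4197 without KO replicate 3. H3K4me1 numbered 72521 ± 414 and 73242 ± 2998 regions (SD, n = 3 each, exact p = 0.7), and the difference of 721 turned to −744 without KO replicate 3 and rose to 2252 without KO replicate 1.

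Covered sequence rose from 244 ± 25.8 to 274 ± 6.34 Mb for H3K27me3 (SD, n = 3 each, 12.3%, exact p = 0.1), a difference of 30.0 Mb that was 15.1 Mb without WT replicate 1. It rose from 385 ± 6.68 to 415 ± 4.35 Mb for H3K27ac (SD, n = 3 each, 7.85%, exact p = 0.1), so the KO lists held fewer and longer regions, with median widths of 5000 to 5600 bp against 4200 to 4800 bp. It fell from 205 ± 2.80 to 181 ± 7.40 Mb for H3K9me3 (SD, n = 3 each, −11.5%, exact p = 0.1) and from 487 ± 1.10 to 480 ± 3.61 Mb for H3K4me1 (SD, n = 3 each, −1.42%, exact p = 0.1). H3K4me3 covered 18.2 ± 1.05 and 20.9 ± 1.63 Mb (SD, n = 3 each, 14.6%, exact p = 0.2). The alternative that moved these values most took the same number of top-ranked regions from every list, which raised the H3K27ac difference from 30.2 to 60.3 Mb (exact p = 0.1) and shrank that of H3K9me3 from −23.5 to −6.82 Mb (exact p = 0.5).

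**Figure D2:**
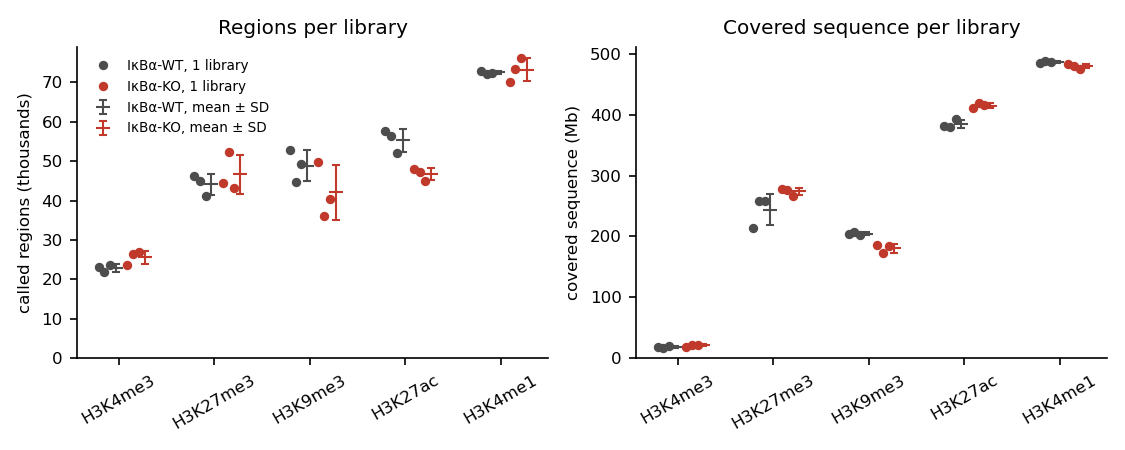
Called regions per library (in units of 1000) and covered sequence in Mb for each modification in WT and KO libraries. Dots are libraries, and bars mark the mean ± SD of 3; H3K27ac regions were fewer in the KO (46727 against 55282) and covered more sequence (415 against 385 Mb).

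Regions found in every library of one genotype and in no library of the other were counted next, out of 31237 merged regions for H3K4me3, 58154 for H3K27me3, 61378 for H3K9me3, 49887 for H3K27ac and 69191 for H3K4me1. H3K4me3 had 232 WT-restricted and 974 KO-restricted regions, a KO share of 80.8% (95% Wilson interval 78.4 to 82.9). H3K27me3 had 768 and 1049 (57.7%, 55.4 to 60.0), H3K9me3 1585 and 262 (14.2%, 12.7 to 15.9), H3K27ac 1806 and 674 (27.2%, 25.5 to 29.0) and H3K4me1 1444 and 1030 (41.6%, 39.7 to 43.6). For each modification, 1 of the 10 splits of the 6 libraries, the real one, gave as many, and the 9 other splits gave 80 to 196 regions for H3K4me3, 411 to 551 for H3K27me3, 201 to 1043 for H3K9me3, 219 to 271 for H3K27ac and 232 to 274 for H3K4me1. With the same number of top-ranked regions in every list, the KO share became 60.6% for H3K4me3, 47.6% for H3K9me3 and 36.9% for H3K4me1, and it changed sides for H3K27me3, to 47.0%, and for H3K27ac, to 57.7%. Counted in bases and with no merging, the KO share for H3K27ac was 62.5%, with 8.34 Mb restricted to the WT and 13.9 Mb to the KO. Leaving out 1 library in turn gave KO shares of 67.7 to 86.4% for H3K4me3, 52.2 to 69.97% for H3K27me3, 9.46 to 32.6% for H3K9me3, 26.0 to 37.6% for H3K27ac and 40.4 to 49.6% for H3K4me1. For H3K9me3 the highest value was that without KO replicate 2, so its Wilson interval is far narrower than the spread between these fits.

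**Figure D3:**
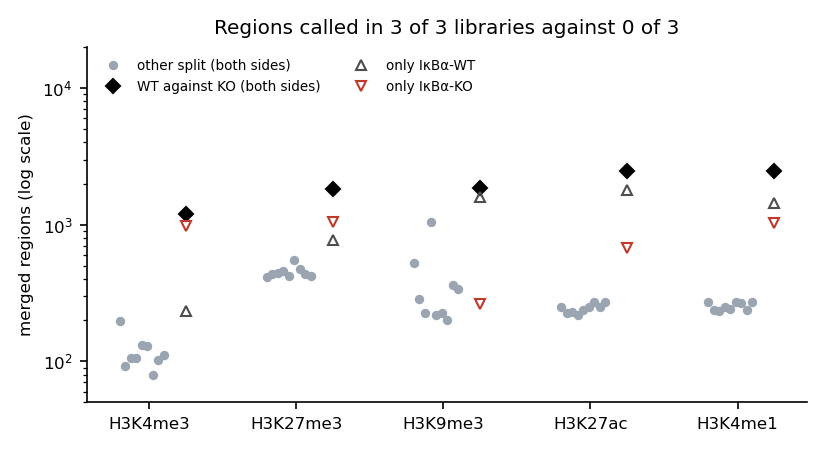
Number of regions called in 3 of 3 libraries on one side and 0 of 3 on the other (log axis) for each modification. Grey marks are the 9 other splits of the 6 libraries, black diamonds the WT against KO split and triangles its WT-restricted and KO-restricted parts; the real split lay above the other splits for all 5 modifications.

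The widest KO-restricted H3K4me3 regions lay at Mest (chromosome 6, 30736887 to 30739574, 6977 bp summed over the 3 libraries that called it) and Clmp (chromosome 9, 40780625 to 40783343, 6381 bp), over coding exons. The widest WT-restricted ones lay at a coding exon of Rxfp3 (chromosome 15, 11036076 to 11037855, 3273 bp) and in the untranslated sequence of Grm3 (chromosome 5, 9724955 to 9726261, 3007 bp). Mest and its neighbour Copg2 also held KO-restricted regions of H3K27ac (chromosome 6, 30728201 to 30751200, 58800 bp) and of H3K4me1 (chromosome 6, 30728201 to 30752200, 66800 bp). The other KO-restricted H3K27ac region lay in a stretch with no protein-coding gene (chromosome 17, 27307201 to 27350800, 129000 bp), 71586 bp from Grm4. For H3K27me3, a KO-restricted region lay in an intron of Galnt18 (chromosome 7, 111652001 to 111680000, 57800 bp). For H3K9me3, WT-restricted regions lay at Meg3 (chromosome 12, 109519201 to 109548000, 78000 bp), in the segment of lowered KO input reads, and at Nap1l5 inside Herc3 (chromosome 6, 58896401 to 58922200, 69800 bp). The rest of the regions that the rule selected all lay in the segments found with the H3K4me1 inputs. These were H3K27me3 at Unc79 and Prima1 (WT) and at a pair of stretches with no gene (chromosome 12, WT, and chromosome 2, KO), H3K9me3 at Abce1 and Atp6v1b2 (KO), H3K27ac at Cdc42bpb and at a stretch with no gene on chromosome 12 (WT), and H3K4me1 at Pacs2 and Bcas1 (WT) and at Tbc1d9 (KO). Abce1 lies in the middle of the chromosome 8 segment (70000001 to 107000000), where the inputs of the H3K9me3 experiment differed by log2 0.12 alone.

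Promoters of protein-coding genes were counted by the same rule. H3K4me3 was restricted to the WT at 61 promoters and to the KO at 96 (KO share 61.1%), H3K27me3 at 132 and 105 (44.3%), H3K9me3 at 116 and 20 (14.7%), H3K27ac at 208 and 63 (23.2%) and H3K4me1 at 82 and 34 (29.3%). Again 1 of the 10 splits, the real one, gave as many for each modification, against at most 51, 67, 58, 35 and 26 promoters in the 9 other splits. The direction for H3K4me3 was not stable. Its KO share was 47.4% with promoters of 1000 bp on either side (61 against 55), 47.5% without WT replicate 2 and 50% without KO replicate 2. For H3K9me3 it rose to 29.3% without KO replicate 2 and to 22.7% without KO replicate 3, and the 4 other such fits gave 15.2 to 18.9%.

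The consensus of the WT covered 17.8 Mb and that of the KO 20.2 Mb for H3K4me3, 229 and 260.5 Mb for H3K27me3, 196 and 171 Mb for H3K9me3, 378 and 411 Mb for H3K27ac, and 483 and 477 Mb for H3K4me1. Of the WT bases, 88.1%, 81.7%, 75.9%, 87.3% and 88.0% were also in the KO consensus, in the same order, and of the KO bases 77.5%, 71.8%, 87.2%, 80.3% and 89.3% were in the WT consensus. Single lists of one genotype shared 83.5%, 72.9%, 78.2%, 83.6% and 88.5% of their bases on average, and lists of different genotypes 78.7%, 69.8%, 75.5%, 79.9% and 85.8%. These shares had no test. The largest move among the alternatives was that of the KO share for H3K27ac, to 75.6% with a consensus of 3 of 3 replicates.

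The study asks whether H3K4me3 gain and H3K27me3 loss coincide. Of the H3K4me3 regions, 40.3 ± 0.272% (SD, n = 3) overlapped the H3K27me3 consensus in the WT and 34.2 ± 0.174% (SD, n = 3) in the KO, with no overlap between the groups (two-sided exact permutation p = 0.1, the smallest possible). This share also falls when H3K4me3 regions without H3K27me3 are added. The KO lists held more H3K4me3 regions, 25639.7 against 22844 on average, so the share alone does not show a loss of H3K27me3. The difference of −6.09 percentage points moved most, to −5.61, with a consensus of 3 of 3 replicates. Among merged H3K4me3 regions with H3K27me3 in any library, 6 of the 167 KO-restricted ones overlapped a WT-restricted H3K27me3 region, and of the others 182 did and 12911 did not (odds ratio 2.64, two-sided Fisher's exact p = 0.0317). Allowing a distance of 5000 bp gave 22 such regions (odds ratio 2.96, p = 2.08e-05 by Fisher's exact test). An FDR under 0.01 gave 7 such regions (odds ratio 3.43, Fisher's exact p = 0.00609). With all merged H3K4me3 regions as background the odds ratio was 1.02 (Fisher's exact p = 0.834), so the association rested on the choice of background. That wider background adds regions that cannot lose H3K27me3. Of the 6 regions, 1 lay at a promoter, that of Tle3 (chromosome 9, 61369406 to 61370026), a gene named after its values were seen.

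Enhancer regions were compared because the study describes fewer poised and more active enhancers near groups of genes. The study counted intervals of 1000 bp whose reads differed between the genotypes. Here all called regions of each library were counted, so these counts do not test the study's result. Active enhancer regions made up 90.3 ± 0.637% of H3K27ac regions in the WT and 91.9 ± 0.469% in the KO (SD, n = 3 each, two-sided exact permutation p = 0.1). Their number fell from 49911 ± 2350 to 42952 ± 1245 (SD, n = 3 each, exact permutation p = 0.1), as did that of all H3K27ac regions. Poised enhancer regions did not differ by more than the replicate spread, at 34.4 ± 0.224% and 34.5 ± 0.921% of H3K4me1 regions (SD, n = 3 each, exact permutation p = 1) and 24944 ± 305 and 25260 ± 1702 regions (SD, n = 3 each, exact permutation p = 0.7). The difference in share was −0.354 percentage points without KO replicate 3 and −0.565 with a consensus of 3 of 3 replicates, against 0.0693, and that in number −502 without KO replicate 3 and 1197 without KO replicate 1, against 316.

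ChIP reads were compared over the regions of like length in all 6 libraries, which were 10.8% of the regions called in all 6 for H3K27me3, 11.5% for H3K9me3, 16.9% for H3K27ac and 24.6% for H3K4me1. At a Benjamini-Hochberg adjusted p under 0.05 in the edgeR quasi-likelihood test, 711 of 2025 H3K27me3 regions differed (320 higher and 391 lower in the KO), 451 of 3156 H3K9me3 regions (218 and 233), 2145 of 4054 H3K27ac regions (1069 and 1076) and 4758 of 10959 H3K4me1 regions (2567 and 2191). The changes were small. The median absolute log2 fold change of the called regions was 0.21, 0.27, 0.19 and 0.18, in the same order, and 1, 5, 3 and 3 regions changed by more than 1. Only the real split of the 6 libraries gave calls, 1 of the 10 splits for each modification. The 9 other splits gave 0 calls, with 20 to 75, 69 to 110, 23 to 47 and 132 to 163 regions at an unadjusted p under 0.05, against 877, 858, 2357 and 5493 in the real split. These splits hold both genotypes on each side, which lowers their counts where the genotypes differ, to below the 5% of tested regions that chance gives (101, 158, 203 and 548). With no length limit, which moved the count most for H3K9me3, 2025 of 27342 H3K9me3 regions were called. Without TMM the direction shifted, to 103 higher and 663 lower for H3K27me3, 601 and 86 for H3K9me3, 676 and 1584 for H3K27ac, and 2183 and 2704 for H3K4me1. With the length offset, 721 H3K27ac regions were higher and 4454 lower, around a median log2 fold change of −0.13 over all regions.

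Of the 16 regions selected from this test, each with no overlap between the 3 WT and the 3 KO libraries, 8 lay in the segments. The most changed of the rest was an H3K9me3 region at Spred2 (chromosome 11, 20016201 to 20027800), at 533 ± 14.8 CPM in the WT and 188 ± 11.4 CPM in the KO (SD, n = 3 each). Its log2 fold change was −1.51 ± 0.05 (SE), with an adjusted p of 1.64e-11 (edgeR quasi-likelihood, Benjamini-Hochberg). The H3K4me1 region at Kcnq1 (chromosome 7, 143243601 to 143295200) rose from 131 ± 3.91 to 251 ± 2.92 CPM (SD, n = 3 each), a log2 fold change of 0.94 ± 0.03 (SE) with an adjusted p of 4.53e-26 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. For H3K27ac, a region with no gene on chromosome 1 (179642801 to 179654200) rose by log2 0.84, and a region with no gene on chromosome 7 (53143201 to 53145400) and one in an intron of Gm5444 on chromosome 13 (4820601 to 4827600) changed by log2 −1.27 and −1.10. H3K9me3 rose at Mid1 on chromosome X (169981801 to 169982200, log2 1.19) and at a stretch with no gene on chromosome Y (90737601 to 90744800, log2 1.09), both in windows of 1 Mb where KO input reads of the H3K9me3 experiment were raised, by log2 0.43 and 0.33. It fell at an intron of Rsph3b (chromosome 17, 6936001 to 6936600) by log2 −0.66, a call that was lost when all regions called in the 6 libraries were tested. In the segments, H3K27me3 was higher in the KO at Trim67 (log2 0.78) and Wfdc1 (0.75) on chromosome 8 and lower at Exoc3l4 (−1.09) and Dio3 (−0.99) on chromosome 12. H3K27ac was higher at Slc7a5, Car5a and Banp on chromosome 8 (0.82), and H3K4me1 was higher at Med26 on chromosome 8 (0.92) and lower at Apopt1 (−1.07) and Hhipl1 (−1.01) on chromosome 12. Across the 16 regions, the direction was the same under every alternative in which a region was tested.

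Tbx3 (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724) and Gbx2 (ENSMUSG00000034486, chromosome 1, 89927956 to 89931179) are named by the study for H3K4me3 gain with H3K27me3 loss. H3K27me3 regions over the Tbx3 promoter had 81.3 ± 9.39 (SD, n = 3) raw ChIP reads per kb in the WT and 45.6 ± 3.06 (SD, n = 3) in the KO, with all KO libraries below all WT libraries. The region was outside the main test because its length differed between libraries, and with the length offset its log2 fold change was −0.85 ± 0.08 (SE), adjusted p 4.79e-22 (edgeR quasi-likelihood, Benjamini-Hochberg). Gbx2 had 93.5 ± 5.82 and 68.2 ± 2.18 raw reads per kb (SD, n = 3 each), again without overlap, and a log2 fold change of −0.53 (adjusted p 4.69e-24, edgeR quasi-likelihood, Benjamini-Hochberg; −0.55 and 1.12e-08 with the length offset). H3K4me3 calls covered 635 ± 4.73 bp of the Gbx2 promoter window in the WT and 1277 ± 342 bp in the KO (SD, n = 3 each, two-sided exact permutation p = 0.1). At Tbx3 they covered 814 ± 141 and 1048 ± 486 bp, and the groups overlapped (SD, n = 3 each, exact permutation p = 0.6).

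Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980) and Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), which the study names for H3K4me3 gain with H3K27me3 unchanged, both lie in the chromosome 8 segment found with the H3K4me1 inputs. Klf2 is in the middle part of it (70000001 to 107000000), where KO input reads were raised by log2 0.50 in the experiments of H3K27ac and H3K4me1, and by 0.07 and 0.12 in those of H3K27me3 and H3K9me3. No input reads of the H3K4me3 experiment were counted here. H3K4me3 calls covered 451 ± 128 and 1073 ± 354 bp at Zfp42 (SD, n = 3 each, exact permutation p = 0.1) and 129 ± 42.1 and 223 ± 20.3 bp at Klf2 (SD, n = 3 each, exact permutation p = 0.1). With promoters of 1000 bp on either side, the difference at Zfp42 was 241 bp with overlapping groups (exact permutation p = 0.3). H3K27ac at Klf2 rose from 108 ± 5.85 to 174 ± 15.1 raw reads per kb (SD, n = 3 each), a log2 fold change of 0.73 (adjusted p 2.86e-20, edgeR quasi-likelihood, Benjamini-Hochberg) with all KO libraries above all WT libraries. At Zfp42 it was 181 ± 36.4 and 176 ± 14.6 (SD, n = 3 each) and no change was detected with the length offset (log2 0.10 ± 0.09 (SE), adjusted p 0.443, edgeR quasi-likelihood, Benjamini-Hochberg). The study names Zfp42, Tfcp2l1 and Tbx3 for a gain of active enhancers, from H3K27ac tested in intervals of 1000 bp. The regions tested here were wider, 36800 bp at Zfp42, and do not repeat that test. For Tfcp2l1 (ENSMUSG00000026380, chromosome 1, 118627945 to 118685168), H3K27ac was at 101.8 ± 11.4 and 118 ± 13.3 raw reads per kb, and the groups overlapped (SD, n = 3 each). The region around it had a log2 fold change of 0.45 (adjusted p 2.32e-12, edgeR quasi-likelihood, Benjamini-Hochberg; 0.26 and 0.000211 with the length offset). H3K27ac at Tbx3 changed by log2 0.18, with all KO libraries above all WT libraries in reads per kb (adjusted p 3.21e-05, edgeR quasi-likelihood, Benjamini-Hochberg), a call that was lost with the length offset (0.08, adjusted p 0.0779, the highest under the 15 alternatives with a value). Over all H3K27ac regions of the fit with the length offset, the median log2 fold change was −0.13. The values of 0.08 at Tbx3 and 0.10 at Zfp42 lay above that median, and were tested against 0.

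**Figure D4:**
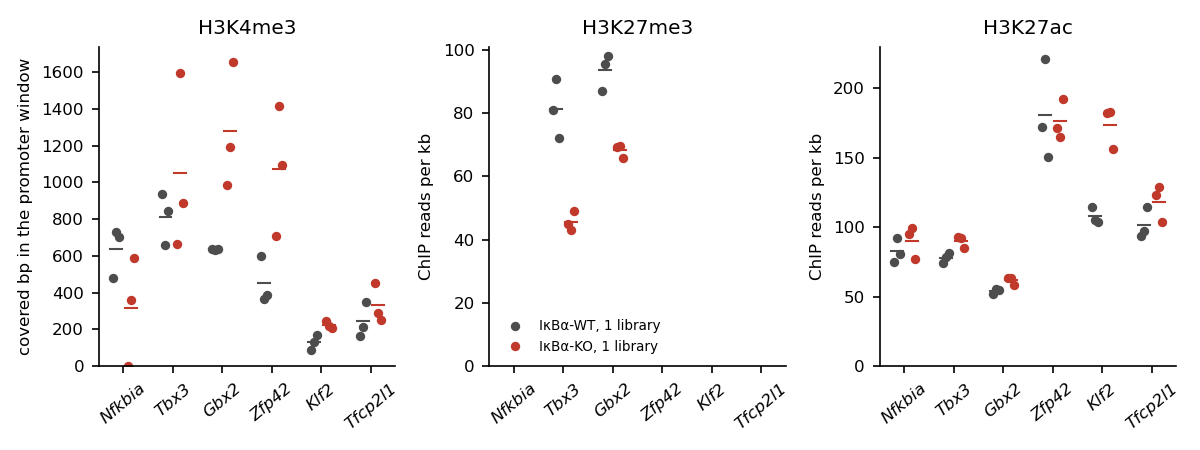
Bp of the promoter window covered by H3K4me3 calls, and raw ChIP reads per kb of the H3K27me3 and H3K27ac regions over the promoter, for the 6 named genes in WT and KO libraries (dots, libraries; lines, means). H3K27me3 was called at Tbx3 and Gbx2 only, where all KO libraries lay below all WT libraries.

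Of the 14 genes of the naive list, 5 had H3K4me3 cover at the promoter that was larger in every KO library than in every WT library (Zfp42, Klf2, Klf4, Nanog and Gbx2) and 0 the opposite, where chance separates 10% of genes in either direction together. Of the 12956 protein-coding genes with H3K4me3 at the promoter in any library, 17.9% were larger in every KO library and 6.73% smaller, and 11 of the naive genes were among these 12956. This rate was added after the data were seen. The mean cover over the list was 461 bp in the WT and 759 bp in the KO (two-sided exact permutation p = 0.1). The promoter window ends 100 bp downstream of the 5′ end, so it measures mostly upstream cover and can miss H3K4me3 inside a gene. At Nanog the cover was 0, 66 and 0 bp in the WT libraries, and at Esrrb it was 0 bp in every library. Zfp42 was not separated with promoters of 1000 bp on either side. Of the 14 genes of the differentiation list, 1 was larger (Axin2) and 2 were smaller (Eomes and Lef1) in every KO library, with means of 527 and 401 bp (exact permutation p = 0.1). For the other modifications, cover separated at 0 naive genes and at 2 differentiation genes, H3K27me3 at Wnt3a, larger in the KO, and H3K4me1 at Nes, smaller in the KO. These genes were named after their values were seen. In the edgeR quasi-likelihood fit with the length offset, at a Benjamini-Hochberg adjusted p under 0.05, H3K27me3 was lower at 2 of 6 naive genes with a region in all libraries (Gbx2 and Tbx3; 3 adjusted over the list alone) and at 2 of 14 differentiation genes (Gata4 and Gata6; 6 adjusted over the list alone). The median log2 fold change was −0.23 and −0.15 over these genes of the lists and −0.09 over all regions of that fit, of whose 610 calls 482 were lower. H3K27ac was higher at 2 (Klf2 and Tfcp2l1) and lower at 2 (Sox2 and Dppa3) of 13 naive genes, with 2 and 2 adjusted over the list alone. The median log2 fold change of these 13 genes was 0.06, with 9 of them above 0. H3K27ac was lower at 4 of 11 differentiation genes (Lhx1, Foxa2, T and Lef1; 5 adjusted over the list alone), whose median log2 fold change was −0.24. Both medians compare with −0.13 over all regions of that fit. H3K4me1 was higher at 4 of 14 naive genes (Gab1, Zfp42, Klf2 and Tfcp2l1; 6 adjusted over the list alone), but the median log2 fold change of the list was 0.07 and that of all regions of the fit 0.05, and 3328 of the 3672 calls of the fit were higher. It was called at 0 of 14 differentiation genes (0 adjusted over the list alone), where 2 were higher and 1 lower at an unadjusted p under 0.05. H3K9me3 had a region at 1 gene of each list, with 0 calls. Adjusted over the list alone, the naive gene was called higher, and the other passed neither that test nor an unadjusted p of 0.05. Gab1, Zfp42 and Klf2 lie in the chromosome 8 segment, and since the study presents these genes for the same cells, the counts over the list alone are not independent evidence.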

Values the study reported

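The study reported that 41 genes combined a gain of H3K4me3 with a loss of H3K27me3 in IκBα-KO cells, Tbx3 and Gbx2 among them.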

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

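The tests of a fault in one input library, of a change in a single clone, of copy number and of the promoters in the chromosome 12 segment were chosen only after the result was seen, as were the segments themselves. The tests of GC content and of the calls outside the segments were set before their own results were seen, but after the segments were found.

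The input reads belong to no comparison of the study, and the KO input differed from the WT input over whole segments. In the experiment of H3K4me1 the log2 ratio of KO to WT was 0.52 on chromosome 2 (165000001 to 171000000, a ratio of 1.44), 0.52 on chromosome 8 (40000001 to 129000000, 1.43) and −0.95 on chromosome 12 (103000001 to 119000000, 0.517), against an SD of 0.06 over 1993 other autosomal windows. The same rule applied to the H3K9me3 inputs, whose other autosomal windows had an SD of 0.14, also found segments on chromosomes X (132000001 to 135000000) and Y (60000001 to 89000000), which no other experiment showed and which were not left out in any alternative. The inputs of the H3K27me3 experiment gave 0.49, 0.47 and −1.01 in the same segments, those of the H3K9me3 experiment 0.51, 0.36 and −0.74, and those of H3K27ac, which are the same libraries counted over other regions, 0.51, 0.50 and −0.99.

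A fault of one input library is argued against, since ChIP reads shifted too. On chromosome 12, 12 of the 12 KO ChIP libraries with counts lay below every WT library of their modification. The ChIP shifts on chromosomes 2, 8 and 12 were 0.38, 0.31 and −0.56 for H3K4me1, 0.37, 0.31 and −0.30 for H3K27ac, 0.27, 0.14 and −0.34 for H3K27me3 and 0.02, 0.05 and −0.43 for H3K9me3. On chromosome 2, 1 of the 3 H3K9me3 KO libraries lay beyond the WT libraries, while the other modifications and segments had 3 of 3. The ChIP shifts were smaller than those of the input, and the cause was not tested. A change in 1 of the 3 KO clones is also argued against, because the smallest shift of a KO H3K4me1 library on chromosome 12 was −0.54 and the other two were −0.56. GC content is argued against as the whole cause, since removing its trend left 0.54 on chromosome 2, 0.52 on chromosome 8 and −0.95 on chromosome 12.

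A candidate explanation is a difference in copy number between the KO and WT cells. The segment of chromosome 12 found with one pair of inputs had −1.01 with the inputs of the H3K27me3 experiment, near the −1 that the loss of 1 of 2 copies would give. The ratios of 1.38 to 1.44 on chromosomes 2 and 8, apart from 1.28 on chromosome 8 for H3K9me3, lay below the 1.5 of a gain in every cell, and whether a share of cells lacked the gain was not tested. The WT cells may not have been uniform either. Between 70000001 and 107000000 on chromosome 8, the WT input was raised against the rest of the genome by a ratio of 1.35 in the H3K27me3 and 1.35 in the H3K9me3 experiment, and by 1.00 in those of H3K27ac and H3K4me1. Whether the KO clones share an ancestor that carried the change, or whether the loss of IκBα favoured it, stays open, since all KO libraries shifted and the change goes with the genotype.

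The segments took more than their share of the restricted regions. Of the promoters with H3K4me1 in the WT alone, 19 of 82, or 23.2%, lay in the chromosome 12 segment, which holds 0.661% of genes, as fewer copies in the KO cells could produce. H3K4me1 had the highest such share. It was 15.2% for H3K27me3, 13.9% for H3K27ac, 8.20% for H3K4me3 and 6.90% for H3K9me3. The chromosome 8 segment held 21.4% of the KO-restricted regions of H3K27me3, 20.99% of those of H3K9me3, 18.5% of those of H3K4me1, 11.9% of those of H3K27ac and 8.62% of those of H3K4me3, against 5.52%, 4.23%, 3.73%, 3.28% and 4.71% of all merged regions, in the same order. The chromosome 2 segment did not follow its raised input reads alike. It held 23 KO-restricted and 1 WT-restricted region of H3K4me3 and 12 and 8 of H3K27me3, but 13 and 17 of H3K4me1, 5 and 15 of H3K27ac and 2 and 7 of H3K9me3. The count tests do not rest on the segments. Outside them lay 656 of the 711 called H3K27me3 regions, 425 of the 451 H3K9me3 regions, 2074 of the 2145 H3K27ac regions and 4447 of the 4758 H3K4me1 regions. Zfp42, Klf2 and Gab1 lie in the chromosome 8 segment, the latter pair in the part where the inputs of the H3K27me3 and H3K9me3 experiments differed by log2 0.07 and 0.12 alone. For these genes a difference in copy number stays open beside an effect of IκBα on the modifications.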

How the results depend on the processing

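The alternative without the 3 segments was chosen after seeing the data, and the others were not. Of the values under alternatives for the results that answer a comparison, 284 kept their direction and their side of the threshold, stayed within the replicate spread where there was no test, or stayed within 1.5 times for counts. Of the rest, 45 moved beyond these limits, 8 reversed their direction and 1 no longer passed the threshold. Regions outside the set that an alternative tested have no value under it.

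Leaving out 1 library reversed some differences. For H3K27me3 the number of regions differed by −398 without KO replicate 2 and by up to 4197 without KO replicate 3, and for H3K4me1 by −744 to 2252. The poised enhancer share differed by −0.354 to 0.560 percentage points and the number by −502 to 1197. The poised share was also reversed at an FDR under 0.01 (−0.252) and with a consensus of 3 of 3 replicates (−0.565, number −81). These differences lay within the replicate spread, and the cause was not tested.

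Counts of restricted regions rose by construction when 1 library was left out, since fewer libraries had to agree. They ranged over the 6 such fits from 1603 to 2181 for H3K4me3, 2968 to 3280 for H3K27me3, 2540 to 4080 for H3K9me3 and 3392 to 3729 for H3K27ac. Restricted promoters ranged from 228 to 264 for H3K4me3, 341 to 391 for H3K27me3, 205 to 291 for H3K9me3 and 166 to 186 for H3K4me1. The KO share of H3K4me3 promoters ranged from 47.5%, without WT replicate 2, to 67.4%, and was 47.4% with promoters of 1000 bp on either side. The same number of top-ranked regions per list reversed the KO share of restricted regions for H3K27me3 (47.0%) and H3K27ac (57.7%), and counting bases reversed it for H3K27ac (62.5%). Of the H3K27ac bases restricted to the KO, 86.2% lay in merged regions called in both genotypes, and of those restricted to the WT 48.3%, so most of the KO bases counted there were wider calls at shared regions. For the top-ranked regions the cause was not tested.

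Consensus shares moved beyond the replicate spread, with the order of the WT and KO shares unchanged. With a consensus of 3 of 3 replicates the KO share was 75.6% for H3K27ac and 87.4% for H3K4me1, and the WT share for H3K4me1 87.0%. With any of 3 replicates the KO share was 82.5% for H3K9me3, 83.3% for H3K27ac and 89.9% for H3K4me1. The coincidence of H3K4me3 gain and H3K27me3 loss fell to an odds ratio of 1.02 with all H3K4me3 regions as background, which adds regions that cannot lose H3K27me3.

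In the count tests, in the order H3K27me3, H3K9me3, H3K27ac and H3K4me1, a length ratio of at least 0.9 gave 218, 129, 826 and 2053 calls, as fewer regions were tested, and no length limit gave 1918, 2025, 5905 and 10339, as more were. The length offset over all regions gave 610, 118, 5175 and 3672, of which 20.98%, 74.6%, 13.9% and 90.6% were higher in the KO. Without TMM there were 766, 687, 2260 and 4887 calls, with 13.4%, 87.5%, 29.9% and 44.7% higher, against 45.0%, 48.3%, 49.8% and 54.0%. The direction of calls therefore depends on where the scaling sets 0. The median log2 fold change was −0.0060, 0.0005, −0.0035 and −0.0046 in the main fit. With the length offset, which entered after the TMM factors were set, it was −0.09, 0.09, −0.13 and 0.05. Without TMM, where library sizes were the reads in all called regions, it was −0.09, 0.10, −0.06 and −0.02. Which of these scalings is right was not tested. DESeq2 gave 560, 318, 1908 and 3564 calls, and leaving out the segments 646, 421, 2063 and 4352. The filter on mean reads removed regions for H3K9me3 alone. For the 16 regions named, 2 values no longer passed the threshold, both for H3K9me3 at Rsph3b. For the 7 regions at promoters of named genes that passed in the test, 3 values no longer did, H3K27ac at Tbx3 with the length offset and H3K4me1 at Gbx2 with no length limit and with the length offset, with no change of direction. The shares of a direction moved in 56 further values of 12 results.

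The replicate numbers did not pair the libraries. Deviations from the group means correlated by −0.0837 to 0.113 in 12 pairs with the same number, 1 of them over 0.1, and by −0.0722 to 0.0714 in 24 other pairs. The replicate block gave 750, 370, 2143 and 4836 calls, and it changed no call of the other comparisons, for which the sign-flip test cannot give a p under 0.25.

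H3K4me3 has no counts, and the count tests reach at most 24.6% of the regions called in all 6 libraries.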

Other observations

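Counting other splits of the libraries had been planned for restricted regions and promoters, but the tests of chance drawn from them were chosen only after the results were seen. So were the comparison with the 5% of regions that chance gives, the test of joined H3K27ac regions and the list of imprinted genes, 4 of which had been seen before. The other tests of this part were not.

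For each count test, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls (711 for H3K27me3, 451 for H3K9me3, 2145 for H3K27ac and 4758 for H3K4me1). Likewise 1 of the 10 splits gave as many genotype-restricted regions and 1 of the 10 as many restricted promoters for H3K4me3, H3K27me3, H3K9me3, H3K27ac and H3K4me1. With 3 against 3 libraries this share cannot be lower for any one modification. The 9 other splits hold both genotypes on each side, which widens the variance within their groups where the genotypes differ, so their counts lie below what chance gives and are no measure of it. At an unadjusted p under 0.05, chance gives about 5% of the tested regions if the fit's variance holds. The real split gave 877, 858, 2357 and 5493 regions for H3K27me3, H3K9me3, H3K27ac and H3K4me1, where 5% of the tested regions would be 101, 158, 203 and 548, at least 5.44 times as many. This argues against chance differences between single libraries as the source of the calls. A difference in the history of the clones that goes with the genotype is not excluded by it. The genotype also goes with the input, as 1 input per genotype served for calling, and an effect of the input on calls and one of the genotype cannot be told apart where regions were gained or lost.

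The KO lists of H3K27ac held fewer and longer regions. A candidate explanation is that KO calls were wider and joined what the WT lists hold as neighbouring regions. Over the 9 pairs of a WT and a KO list, the KO minus WT difference was −8555 regions on average. Of this difference, 69.8% (61.1 to 86.9% by pair) was the net over stretches where both lists had calls. On average, 5755 such stretches per pair held more WT calls and 2197 held more KO calls. The rest of the difference was the net of −9708 from WT regions with no KO call and 7127 from KO regions with no WT call, on average. In 6 pairs of lists of one genotype the share was 49.8% (6.18 to 121% by pair). The share alone therefore does not mark out the KO lists. In number, shared stretches gave −5975 regions between the genotypes and −1446 within one genotype, on average. Joining regions up to 5000 bp apart in every list left a difference of −17.2%, where it had been −15.5%, so closing short gaps in every list did not even it out. Whether the wider KO calls come from the modification or from how regions were called, with 1 input per genotype, was not tested.

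The labels name one antibody for H3K27ac and H3K4me1, and 85.1% of H3K27ac consensus bases in the WT lay in the H3K4me1 consensus. Over 19590 shared regions, ChIP reads per bp of the 18 pairs of an H3K27ac and an H3K4me1 library of one genotype had Spearman correlations of 0.311 to 0.378, across regions that are not independent replicates. The 12 pairs of replicates had 0.814 to 0.858. This argues against a single antibody for both, so an error in the labels is likely.

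Several of the widest restricted regions lay at imprinted genes, where H3K9me3 marks one parental allele. H3K9me3 covered 16400 ± 1000 bp at Mest in the WT and 0 bp in the KO, and H3K4me3 0 bp in the WT and 2518 ± 460 bp in the KO (SD, n = 3 each). A list of 15 further genes at imprinted loci was written before their values were seen. H3K9me3, within 5000 bp of the gene, covered less sequence in every KO library than in every WT library at 13 of the 15, or 86.7%, against 11.1% of 11475 other genes with H3K9me3 (Fisher's exact p = 3.57e-11). The 13 were Mcts2, Nnat, Gnas, Peg10, Peg3, Snrpn, Inpp5f, H19, Plagl1, Grb10, Zrsr1, Peg13 and Airn, and Rasgrf1 and Impact were the exceptions. Chance separates 10% of genes in either direction together. The smaller number of H3K9me3 calls in the KO is argued against as the cause, since with the same 35979 top-ranked regions in every list the share was 92.9% (13 of 14), against 7.75% of other genes (Fisher's exact p = 5.34e-14). In the opposite direction, cover was larger in every KO library at 10 of 15 genes for H3K4me3 (66.7% against 23.4%, Fisher's exact p = 0.000461), 8 of 15 for H3K4me1 (53.3% against 9.53%, Fisher's exact p = 2.41e-05), 6 of 12 for H3K27me3 (50% against 10.0%, Fisher's exact p = 0.000546) and 6 of 15 for H3K27ac (40% against 19.3%, Fisher's exact p = 0.0523). It was smaller in every KO library at 2 of 15 genes for H3K27ac (Gnas and Grb10, 13.3% against 7.90%, Fisher's exact p = 0.335), at 1 of 15 for H3K4me1 (Grb10, 6.67% against 15.5%, Fisher's exact p = 0.493) and at 0 for H3K4me3 and H3K27me3. These tests share one list, some of the genes are neighbours, and the p-values take genes as independent. The calls do not tell the parental alleles apart. In the WT, H3K4me3 covered 0 bp in every library at Mest and H19, and some sequence at the other listed genes. A candidate explanation is a loss in the KO cells of an imprinted state, which was not itself shown in the WT. Whether such a loss came from the loss of IκBα or from the history of the clones was not tested, since both go with the genotype in these libraries. The study reported that DNA methylation was lowered across the genome in the KO cells. It also reported that inducing IκBα, or a form that cannot bind NF-κB, reverted this, while a form that cannot bind chromatin did not. DNA methylation was not used here, so its part at these loci was not tested.

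The number of merged H3K4me3 regions restricted to the KO that overlapped an H3K27me3 region restricted to the WT was 6, which is a count of regions by presence of calls and not of genes by read counts. That is lower than the value quoted from the study above.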
